# HMGA1: A Master Regulator of Tumor Progression in Triple-Negative Breast Cancer Cells

**DOI:** 10.1371/journal.pone.0063419

**Published:** 2013-05-02

**Authors:** Sandeep N. Shah, Leslie Cope, Weijie Poh, Amy Belton, Sujayita Roy, C. Conover Talbot, Saraswati Sukumar, David L. Huso, Linda M. S. Resar

## Abstract

Emerging evidence suggests that tumor cells metastasize by co-opting stem cell transcriptional networks, although the molecular underpinnings of this process are poorly understood. Here, we show for the first time that the *high mobility group A1* (*HMGA1*) gene drives metastatic progression in triple negative breast cancer cells (MDA-MB-231, Hs578T) by reprogramming cancer cells to a stem-like state. Silencing *HMGA1* expression in invasive, aggressive breast cancer cells dramatically halts cell growth and results in striking morphologic changes from mesenchymal-like, spindle-shaped cells to cuboidal, epithelial-like cells. Mesenchymal genes (*Vimentin, Snail*) are repressed, while *E-cadherin* is induced in the knock-down cells. Silencing *HMGA1* also blocks oncogenic properties, including proliferation, migration, invasion, and orthotopic tumorigenesis. Metastatic progression following mammary implantation is almost completely abrogated in the *HMGA1* knock-down cells. Moreover, silencing *HMGA1* inhibits the stem cell property of three-dimensional mammosphere formation, including primary, secondary, and tertiary spheres. In addition, knock-down of *HMGA1* depletes cancer initiator/cancer stem cells and prevents tumorigenesis at limiting dilutions. We also discovered an HMGA1 signature in triple negative breast cancer cells that is highly enriched in embryonic stem cells. Together, these findings indicate that HMGA1 is a master regulator of tumor progression in breast cancer by reprogramming cancer cells through stem cell transcriptional networks. Future studies are needed to determine how to target HMGA1 in therapy.

## Introduction

Despite advances in our ability to detect and treat breast cancer, it remains a leading cause of death in women with cancer, and the incidence is rising [1]. Approximately 15–20% of all cases are classified as triple negative breast cancer, a subtype that is frequently associated with rapid progression and poor outcomes [1]–[2]. Triple negative breast cancer refers to the lack of detectable markers for the estrogen receptor (ER), progesterone receptor (PR), and *Her2/neu* amplification. These tumors do not respond to our most effective and least toxic therapies, including hormonal therapy (tamoxifen) or herceptin. Thus, further studies are needed to elucidate the molecular pathways that lead to tumor progression in triple negative breast cancer and could be targeted with novel therapies.

Recent studies identified the *high mobility group A1* (*HMGA1*) oncogene as a key factor enriched in embryonic stem cells, adult stem cells, and refractory or high-grade/poorly differentiated tumors [3]–[32]. The *HMGA1* gene encodes the HMGA1a and HMGA1b chromatin remodeling proteins, which result from alternatively spliced messenger RNA [4], [14], [22], [27]. These low molecular weight (thus high mobility group) protein isoforms bind to the minor groove of chromatin at AT-rich regions. HMGA1 proteins modulate gene expression by altering chromatin structure and orchestrating the assembly of transcription factor complexes to enhanceosomes within enhancer or promoter regions throughout the genome. These proteins are highly expressed during embryogenesis with low or absent levels in adult tissues. *HMGA1* is overexpressed in all aggressive cancers studied to date, and high levels portend a poor prognosis in diverse tumors [3]–[31]. In fact, HMGA1 proteins are the most abundant nonhistone chromatin binding proteins found in cancer cells. A recent landmark paper demonstrated that *HMGA1* is essential for the cellular reprogramming of somatic cells to induced pluripotent stem cells by the four Yamanaka factors (Oct4, Sox2, Klf4, cMyc) [32]. HMGA1 induces expression of key stem cell transcriptional networks in normal embryonic stem cells and during cellular reprogramming. Together, these findings suggest that HMGA1 could function in tumor progression by reprogramming differentiated cells into poorly differentiated, stem-like cancer cells.

Here, we discovered that HMGA1 is a central factor in reprogramming poorly differentiated, triple-negative breast cancer cells. Our findings further implicate HMGA1 as a master regulator in tumor progression and suggest that targeting HMGA1 pathways could be effective in poorly differentiated, metastatic tumors.

## Results

### Silencing *HMGA1* halts cell proliferation and reprograms invasive, mesenchymal-like cells

To define the role of *HMGA1* in oncogenic properties and tumor progression, we silenced *HMGA1* expression using lentiviral-mediated delivery of short hairpin RNA (shRNA) [32] in cell lines derived from aggressive, triple negative breast cancers (MDA-MB-231, Hs578T; Fig. 1A). Control cells were transduced with a control lentiviral vector [10], [32]. We discovered that cell proliferation was rapidly halted in both cell lines (Fig. 1B) within the first 4 days. Surprisingly, there was a dramatic change in cell morphology whereby the spindle-shaped, fibroblast-like cells became cuboidal and epithelial-like in appearance (Fig. 1C). Because these morphologic changes are consistent with a mesenchymal-epithelial transition, we investigated the expression of genes involved in a mesenchymal-epithelial transition [10], [33]. In MDA-MB-231 cells, we found that silencing *HMGA1* led to a significant repression in the mesenchymal genes, *Snail* and *Vimentin*, while there was an increase in the gene expressing the epithelial marker, E-Cadherin (Fig. 1D). Similarly, in Hs578T cells, *E-Cadherin* was induced when *HMGA1* was silenced. We also assessed tumor progression properties, including invasion and migration. In both cell lines, there was a marked reduction in migration and invasion in cells with silencing of *HMGA1* (Fig. 1E). Together, these findings indicate that silencing *HMGA1* results in a profound decrease in proliferation, migration, and invasion, as well as morphologic and gene expression changes consistent with a mesenchymal-epithelial transition.

**Figure 1:**
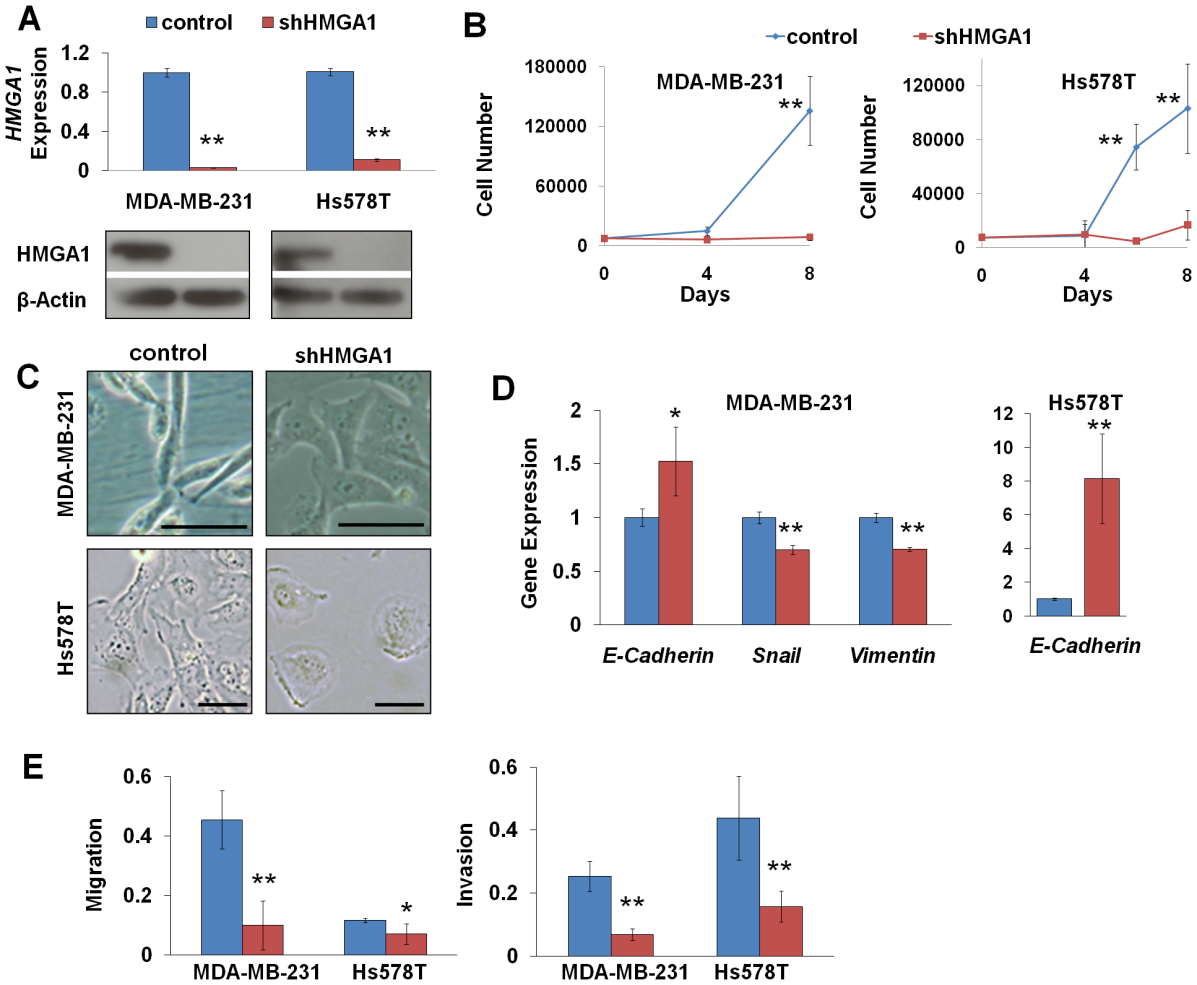
Silencing *HMGA1* expression halts cell growth and induces dramatic changes in cell morphology and gene expression. **A**) Lentiviral-mediated delivery of shRNA to *HMGA1* (denoted shHMGA1) results in a marked decrease in *HMGA1* mRNA and protein in triple negative breast cancer cell lines (MDA-MB-231, Hs578T). **B**) Proliferation is disrupted in cancer cell lines following silencing of *HMGA1*. **C**) Mesenchymal, fibroblast-like cancer cells undergo dramatic morphologic changes within 4 days after treatment with shHMGA1. Striking changes were observed in MDA-MB-231 (top panels) and Hs578T cells (bottom panels). Bar: 50 µm. **D**) Alterations in EMT genes with silencing of *HMGA1*. **E**) Migration and invasion is decreased with silencing of *HMGA1*. *P<0.05; **P<0.01.

### Silencing *HMGA1* interferes with orthotopic tumorigenicity and metastatic progression

Next, we assessed the role of HMGA1 on tumorigenesis using *in vivo* models of triple negative breast cancer. First, we assessed tumor growth following mammary fat pad implantation. We found that silencing *HMGA1* in the aggressive MDA-MB-231 cells leads to a dramatic decrease in tumor growth following mammary fat pad implantation (Fig. 2Ai). Specifically, cells (10^5^) transduced with control virus reached a volume of 0.53 cm^3^±0.34 at 8 weeks following mammary fat pad implantation. In contrast, the tumors from cells transduced with *HMGA1* shRNA (shHMGA1) were significantly smaller at 8 weeks following implantation (0.037 cm^3^±0.058; p = 0.016). Because there was a dramatic effect on primary tumorigenesis, we also sought to determine if silencing *HMGA1* interferes with metastatic progression. We therefore evaluated the lungs histopathologically for tumor foci after necropsy. Strikingly, we discovered almost no metastatic lesions to the lungs in the mice implanted with the shHMGA1 cells as compared to the mice implanted with control cells in which there were extensive, coalescing sheets of metastatic tumor cells throughout the lungs following mammary implantation with 10^5^ cells (Fig. 2Aii). We also assessed metastatic progression following mammary fat pad implantation with a greater number of cells (10^7^) from a repeat transduction experiment, and sacrificed the mice after 5 weeks. With the higher number of cells, tumors formed from all injections (3/3 in controls and 3/3 in shHMGA1 cells (Fig. 2Bi). Although tumors were slightly smaller from the shHMGA1 cells, the difference was not significant (0.64±0.27 in controls versus 0.17±0.072 in shHMGA1 cells, p = 0.08). Despite the similar tumor volumes, we observed a dramatic decrease (>100-fold) in metastatic foci in the shHMGA1 cells as compared to controls (0.67±1.15 versus >100 in all controls; p = 0.00004; Fig. 2Bi & 2Bii). We also assessed lung foci following tail vein injection of control or shHMGA1 cells (10^6^) after 3 weeks. Only one lung focus was observed after injection of the shHMGA1 cells, while there were numerous foci in the control cells (0.25±0.5 versus 99.3±15.0; p = 0.007; Fig. S1).

**Figure 2:**
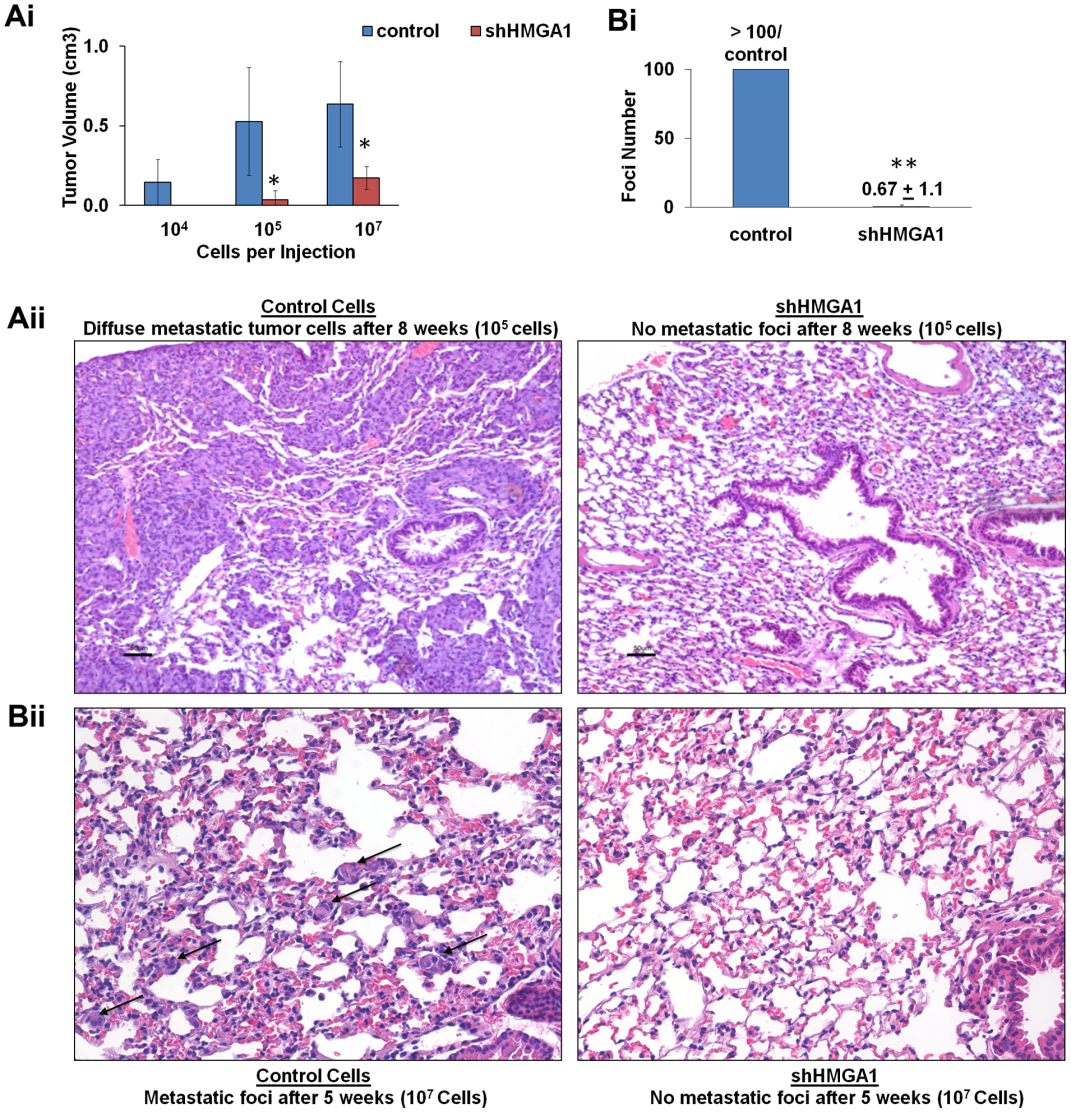
Silencing *HMGA1* interferes with orthotopic tumorigenicity and metastatic progression. **A)** Silencing *HMGA1* impairs orthotopic tumorigenicity. Tumor volumes±standard deviations are shown. No tumors formed from shHMGA1 cells when 10^4^ cells were implanted. (For injections with 10^4^ cells, n = 3 for control or shHMGA1 cells; for injections with 10^5^ cells, n = 5 for control and n = 8 for shHMGA1 cells; and for injections with 10^7^ cells, n = 3 for control and shHMGA1 cells. **B**) Metastatic progression is almost completely abrogated in cells that do not express *HMGA1.* This graph shows the number metastatic foci to the lung 5 weeks following implantation of MDA-MB-231 cells (10^7^) into mammary fat pads following treatment with control shRNA or shHMGA1. **C**) The top photographs show the lungs 8 weeks following implantation into mammary fat pads. There are coalescing sheets of metastatic tumor cells in the lungs of mice injected with control cells (left) as compared to mice injected with shHMGA1 cells (right). Due to the widespread tumor cells, individual foci could not be counted. Bar: 50 µm. **D**) The bottom panels show multiple, discreet foci in the lungs 5 weeks following implantation of control cells into mammary fat pads (left) as compared to mice injected with shHMGA1 cells (right). *P<0.05; **P<0.0001.

### Silencing *HMGA1* blocks mammosphere formation and depletes tumor-initiator cells

Because silencing *HMGA1* has profound effects on oncogenic properties *in vitro,* primary tumorigenesis and metastatic progression *in vivo*, and expression of genes involved in epithelial-mesenchymal transition, we sought to determine its role in cancer stem cell characteristics. To this end, we explored the epithelial stem cell property of mammosphere formation [34] in the control and shHMGA1-treated cells (Fig. 3A–B). We found that growth of primary, secondary, and tertiary mammospheres was significantly impaired in the MDA-MB-231 cells with silencing of *HMGA1*. Similarly, we observed that there was a significant decrease in primary mammosphere formation in the Hs578T cells treated with shHMGA1. (Secondary or tertiary mammospheres do not form in control Hs578T cells, precluding analysis of these phenotypes). Next, we performed orthotopic implantations and assessed tumorigenicity with limiting dilutions. As presented above, tumors formed in both control and shHMGA1 cells when 10^7^ or 10^5^ cells were implanted. In contrast, no tumors formed in the MDA-MB-231 cells with silencing of *HMGA1* when 10^4^ cells were injected (0/3), while tumors formed in all control injections (3/3; Fig. 3C). These results indicate that silencing *HMGA1* in MDA-MB-231 cells depletes the tumor-initiator or cancer stem-like cells and further underscores the role of *HMGA1* as a key regulator of stem cell properties in aggressive, triple-negative breast cancer cells.

**Figure 3:**
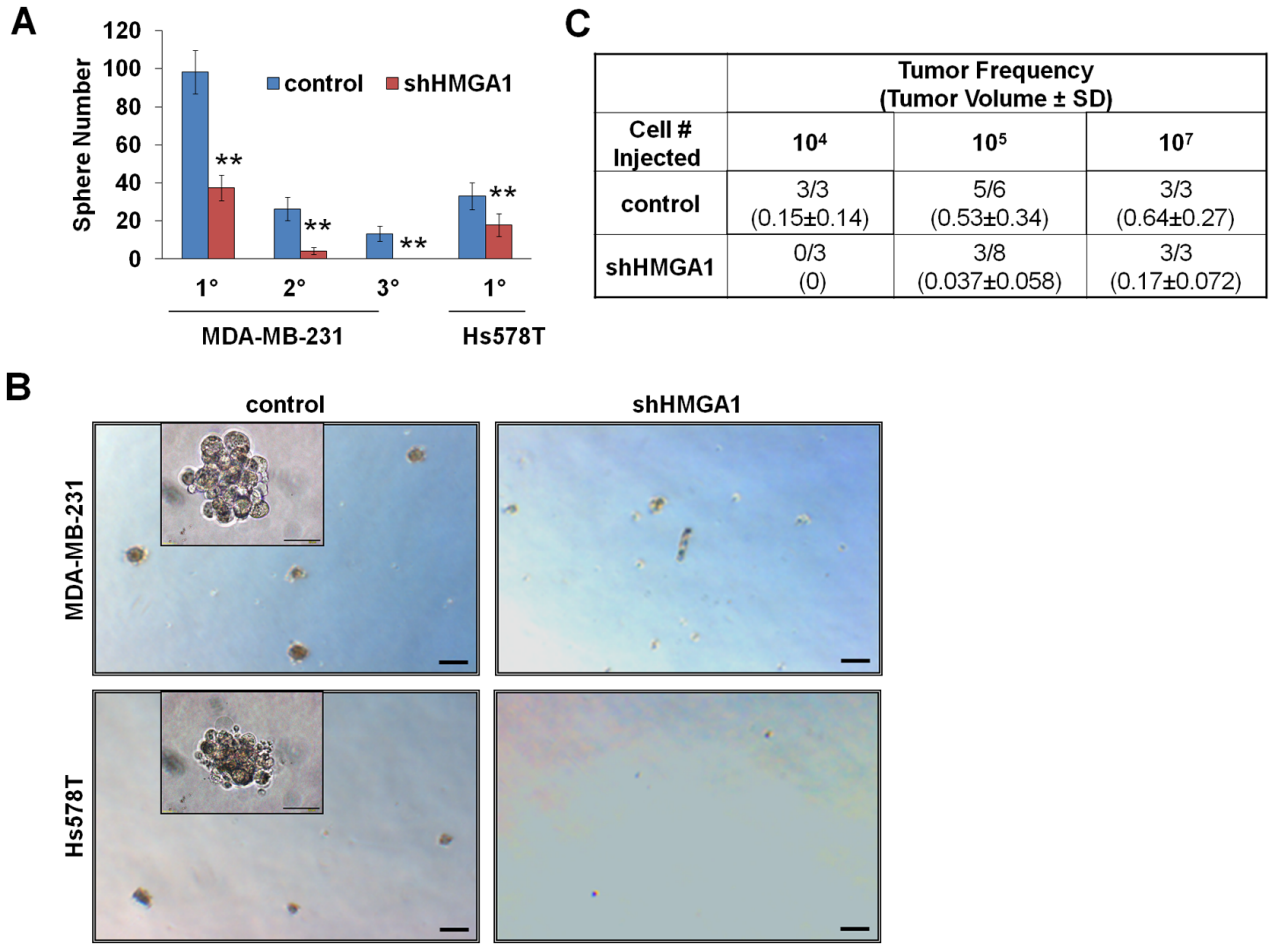
Silencing *HMGA1* blocks mammosphere formation and depletes tumor-initiator cells. **A**) Silencing *HMGA1* blocks mammosphere formation in MDA-MB-231 cells (1°, 2°, 3°) and Hs578T cells (1°). **B**) Photographs of mammospheres following treatment of breast cancer cells with control or shHMGA1. Silencing *HMGA1* significantly inhibits mammosphere formation in MDA-MB-231 and Hs578T cells. Bars: 200 µm (large panels) and 50 µm (insets). **C**) Tumor numbers at limiting dilutions show that silencing *HMGA1* depletes the tumor initiator/cancer stem cells in MDA-MB-231 cells. Note that no tumors formed following injection of 10^4^ cells treated with shHMGA1, while tumors formed in all cases when control cells were injected. Both tumor frequency and tumor volumes (± standard deviations) are shown. *P<0.05; **P<0.01.

### HMGA1 induces a stem cell signature in triple negative breast cancer cells

To globally define the transcriptional networks regulated by HMGA1, we performed gene expression profile analysis in MDA-MB-231 cells with or without *HMGA1* knock-down. To this end, we used siRNA [21], [25] and observed a rapid and significant reduction in *HMGA1* expression (Fig. S2A). *HMGA1* mRNA falls dramatically by 48 hours, with persistent decreases at 72 hours (Fig. S2A). There was also a marked decrease in HMGA1 protein at 48 and 72 hours (Fig. S2B). 

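RNA from MDA-MB-231, an established human breast cancer cell line, was taken 48 hours after control siRNA or HMGA1 siRNA (3 samples each) and hybridized to exon arrays, which measure a transcript with probes along its exons. HMGA1 expression on the arrays was taken from the transcript whose annotation lists HMGA1 together with the pseudogene HMGA1P8, so both may contribute to its value. It was 10.11, 10.25 and 10.35 (log2) on the 3 control siRNA arrays and 9.81, 9.65 and 9.76 on the 3 HMGA1 siRNA arrays, lower on every HMGA1 siRNA array than on every control array. This is a log2 fold change of -0.50 (standard error 0.10), or 0.71 of the control level. For this targeted gene limma gave an unadjusted p = 0.00139, and an adjusted p = 0.806 over all transcripts. A second transcript, annotated APOE;HMGA1, had a log2 fold change of -0.12 (standard error 0.13, adjusted p = 1.00). The authors deposited 22011 transcript values per array on the log2 scale, made with the RMA algorithm (background correction, normalization between arrays and summary of the probes) in the oligo package. The median value per array was 8.34, 8.34 and 8.37 for control siRNA and 8.38, 8.28 and 8.34 for HMGA1 siRNA. These values were used without further scaling, every transcript was tested, and the groups were compared with the moderated test of limma, two-sided, with Benjamini-Hochberg adjustment over all transcripts. The number of arrays, 3 per group, limits the precision. Of the transcripts, 14432 are annotated with 1 gene symbol and 2408 with several, and the other 5171 are unnamed here.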

We therefore performed global gene expression profile analysis at 48 hours using an Affymetrix exon array (GeneChip Human Exon 1.0 ST Array) with RNA from three independent replicates of each experimental condition. To define an HMGA1 signature in breast cancer, we identified the 100 transcripts that were most differentially expressed. These 100 transcripts correspond to 63 unique genes. 

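The transcript with the smallest p was that of SLC17A5, which encodes the lysosomal sialic acid transporter. It was at 11.05 ± 0.15 (SD, n = 3) with control siRNA and 10.03 ± 0.03 (SD, n = 3) with HMGA1 siRNA, a log2 fold change of -1.02 (standard error 0.10, adjusted p = 0.262 from limma). PLAT, the tissue plasminogen activator, was at 12.72 ± 0.08 (SD, n = 3) and 12.14 ± 0.05 (SD, n = 3), a log2 fold change of -0.58 (standard error 0.09, adjusted p = 0.349). DRAM2, a membrane protein linked to autophagy, had a log2 fold change of -0.70 and SEPTIN2, a septin of the cytoskeleton, -0.60. Lower values were also measured for CAMK2N1 (-0.72), B3GALT5 (-0.66), the adaptor GRB2 (-0.56), RPS10P7 (-0.54), TAF9B (-0.53), INPP5A (-0.52) and SLC37A2 (-0.49). TGFBR2, a receptor of TGF-beta, was at 11.31 ± 0.04 (SD, n = 3) and 11.79 ± 0.06 (SD, n = 3), a log2 fold change of 0.48 (standard error 0.09, adjusted p = 0.551). Higher values were measured for the immediate early gene FOS (0.52), OR6X1 (0.54), AKAP6 (0.68), LOC100134868 (0.72), NFIB (0.53), SFXN1 (0.46), TMEM267 (0.45), WDFY1 (0.43), MSRB3 (0.40) and CEP19 (0.39). In each of these genes the 3 HMGA1 siRNA arrays lay on one side of the 3 control arrays. The rule that named the genes required this, and none passed an adjusted p of 0.05. Ranked by p, the 100 transcripts comprised 30 higher and 70 lower with HMGA1 siRNA, with log2 fold changes from -1.11 to 1.04 and a median size of 0.55. With 1 array left out the number higher ran from 33 (without control siRNA replicate 3) to 52 (without control siRNA replicate 1). In limma 0 of the 22011 transcripts passed an adjusted p of 0.05, where the smallest was 0.262. The number of transcripts at an unadjusted p under 0.05 was 728, 384 higher and 344 lower, where 1101 would be expected by chance, and the unmoderated test gave 855 and, after adjustment, 0. The groups did not overlap in 1715 transcripts, or 7.79%, where chance gives 10% for 3 arrays against 3. With array weights the number of transcripts changed between HMGA1 siRNA and control siRNA was 198 and 22 of the 24 genes named by their rank passed. That fit rests mainly on HMGA1 siRNA replicate 3, with a weight of 6.80, where the other arrays had 0.275 to 2.21. Among the controls, replicates 1 and 2 had weights of 1.21 and 2.21 and replicate 3 had 0.530. The fit thus set mainly a replicate 3 array against arrays of other numbers. Of the 198 transcripts, 46 also differed between the replicate 3 arrays and the others, so the 198 cannot be read as changes with HMGA1 siRNA alone. With 1 array left out, 41 (HMGA1 siRNA replicate 1) to 63 (control siRNA replicate 2) of the 100 most differentially expressed transcripts were shared.

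**Figure D1:**
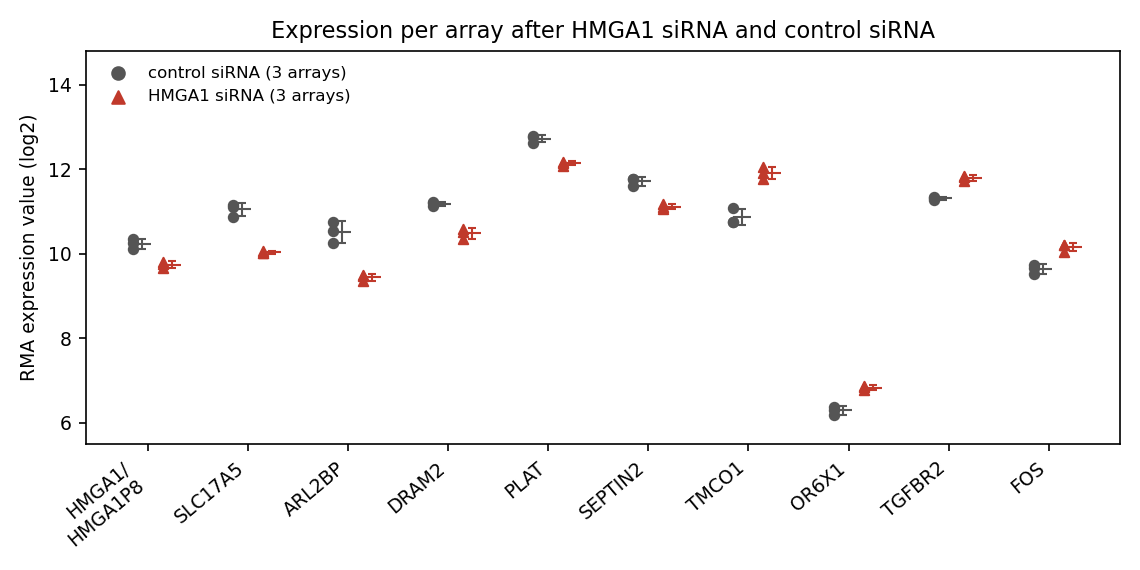
RMA expression values (log2, vertical axis) of the transcript listing HMGA1 and HMGA1P8 and of the 5 lower and 4 higher genes with the smallest p. Each point is 1 array, and the bar beside each group is the mean with the SD of 3 arrays. In every gene shown the HMGA1 siRNA arrays and the control siRNA arrays are separate, which the rule for naming genes required of all but HMGA1.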

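Of the 100 transcripts ranked first by p, 53 are annotated with 1 gene symbol, 8 list several genes and 39 are unnamed here. The named ones hold 60 different annotations, 52 of them single genes. The number of different annotations was 39 without control siRNA replicate 1, and 39 without control siRNA replicate 2. The transcripts that list several genes include members of the pregnancy-specific glycoprotein, metallothionein and olfactory receptor families, whose similar sequences can share probes. Among the unnamed transcripts, 17 have identifiers that lie between those of SEPTIN2 and FARP2, and 16 of these had lower values with HMGA1 siRNA, with log2 fold changes from -1.11 to -0.48. Ranked by the size of the fold change instead, 34 of the 100 most differentially expressed transcripts were shared with the ranking by p, and the number of different annotations was 27.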

Because *HMGA1* is enriched in embryonic stem cells and our functional studies showed that it is required for cancer stem cell properties, we compared the HMGA1 signature of 63 genes to gene expression profiles from diverse pluripotent stem cells and differentiated cells, including embryonic stem cells (ESCs), induced pluripotent stem cells, embryoid bodies, and fibroblasts [35]. As shown, unsupervised cluster analysis of these genes separates the samples by cell type with a clear distinction between pluripotent stem cells and differentiated cells. Moreover, the HMGA1 signature is highly enriched in pluripotent/embryonic stem cells (p<0.001; Fig. 4A). We validated a subset of the HMGA1 signature genes using quantitative RT-PCR, and found differential expression similar to the microarray gene expression results in all cases (Fig. S2C). These findings suggest that HMGA1 drives tumor progression by inducing stem cell transcriptional networks.

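Among genes of pluripotency listed before the data were examined, 20 of 30 were measured by a transcript of their own. POU5F1, SOX2 and NANOG are among those left out, since their transcripts list other genes too. The median log2 fold change of the measured genes with HMGA1 siRNA was -0.11, with 19 genes below 0 and 1 above it. SALL4, a transcription factor of embryonic stem cells, had a log2 fold change of -0.23 (standard error 0.11) and GDF3, a growth factor of the TGF-beta family, -0.18 (standard error 0.09). PODXL, a surface sialomucin of embryonic stem cells, was at 0.038. GDF3 was dim, at 5.26 with control siRNA and 5.08 with HMGA1 siRNA. With all genes split by level into 5 groups, the dimmest, groups 1 and 2, held 7 and 4 of the 20 genes. All genes of these groups had median log2 fold changes of -0.045 and -0.068, and those of group 5, the brightest, 0.036. No gene of the list passed the test, over all transcripts or adjusted over the list alone. As a group the list was lower than other genes by limma's camera with a preset correlation of 0.01 (adjusted p = 0.0174 over 29 lists), and not with an estimated correlation (adjusted p = 0.794). The preset test called 7 lists. Of the 10 ways to split the 6 arrays into 3 and 3, 5 called as many, the real one included, and another called 11. Such a call alone therefore does not point to HMGA1 siRNA. Of 14 measured markers of breast cancer stem cells, 9 were below 0 and 5 above, the median was -0.040, and none passed either adjustment (camera adjusted p = 0.540). The aldehyde dehydrogenase ALDH1A3 was at -0.33 and the transporter ABCG2 at -0.36, while ITGB3 was at 0.12 and ALDH1A1 at 0.10. The call of the list of pluripotency genes was lost without control siRNA replicate 3 (median -0.073, adjusted p = 0.120), without HMGA1 siRNA replicate 2 (median -0.032, adjusted p = 0.259), without both arrays of replicate number 3 (median -0.059, adjusted p = 0.196), with array weights (median -0.082, adjusted p = 0.0857) and with the dimmest 40% of transcripts left out (median -0.11 over fewer genes, adjusted p = 0.133), in a range of 0.00716 to 0.876 over 18 settings. Without HMGA1 siRNA replicate 1 its median was -0.19 (adjusted p = 0.00716). From the enrichment of its signature in pluripotent stem cells and the repeat measurements by RT-PCR, the paper proposes that HMGA1 acts in tumor progression through transcriptional networks of stem cells. It also draws on mammosphere formation, tumors at limiting dilution and its pathway analysis. The enrichment was measured in a separate data set of stem and differentiated cells, which the lists here do not test.

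**Figure D2:**
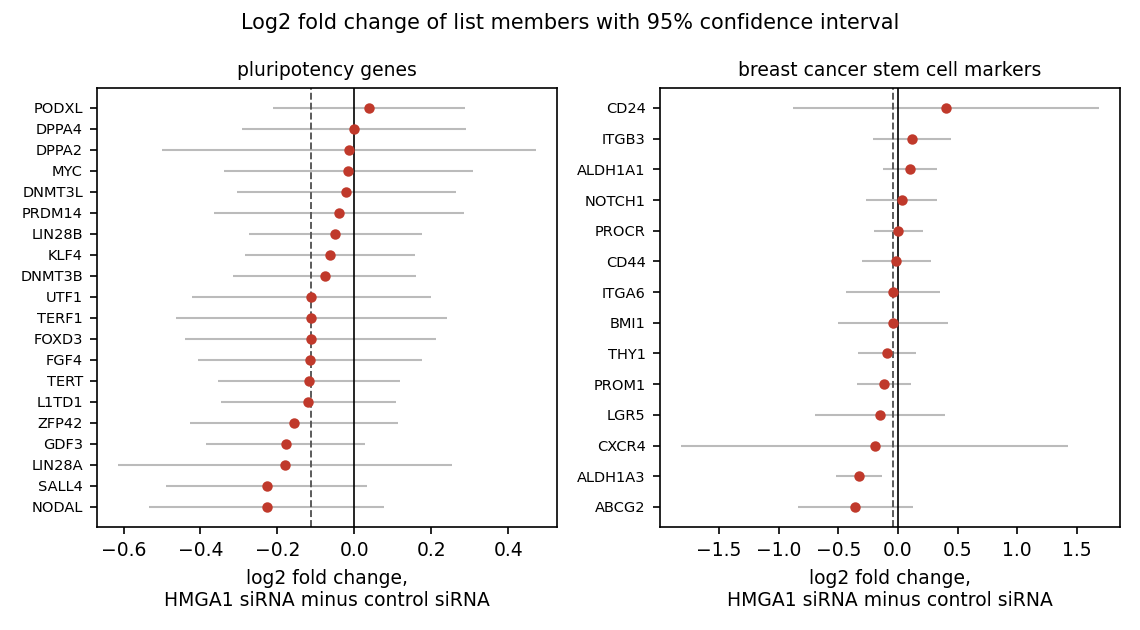
Log2 fold change (HMGA1 siRNA minus control siRNA, horizontal axis) of each measured gene of both lists. Points are limma estimates from 3 arrays per group, grey bars 95% confidence intervals and dashed lines the list medians of -0.11 and -0.040.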

**Figure 4:**
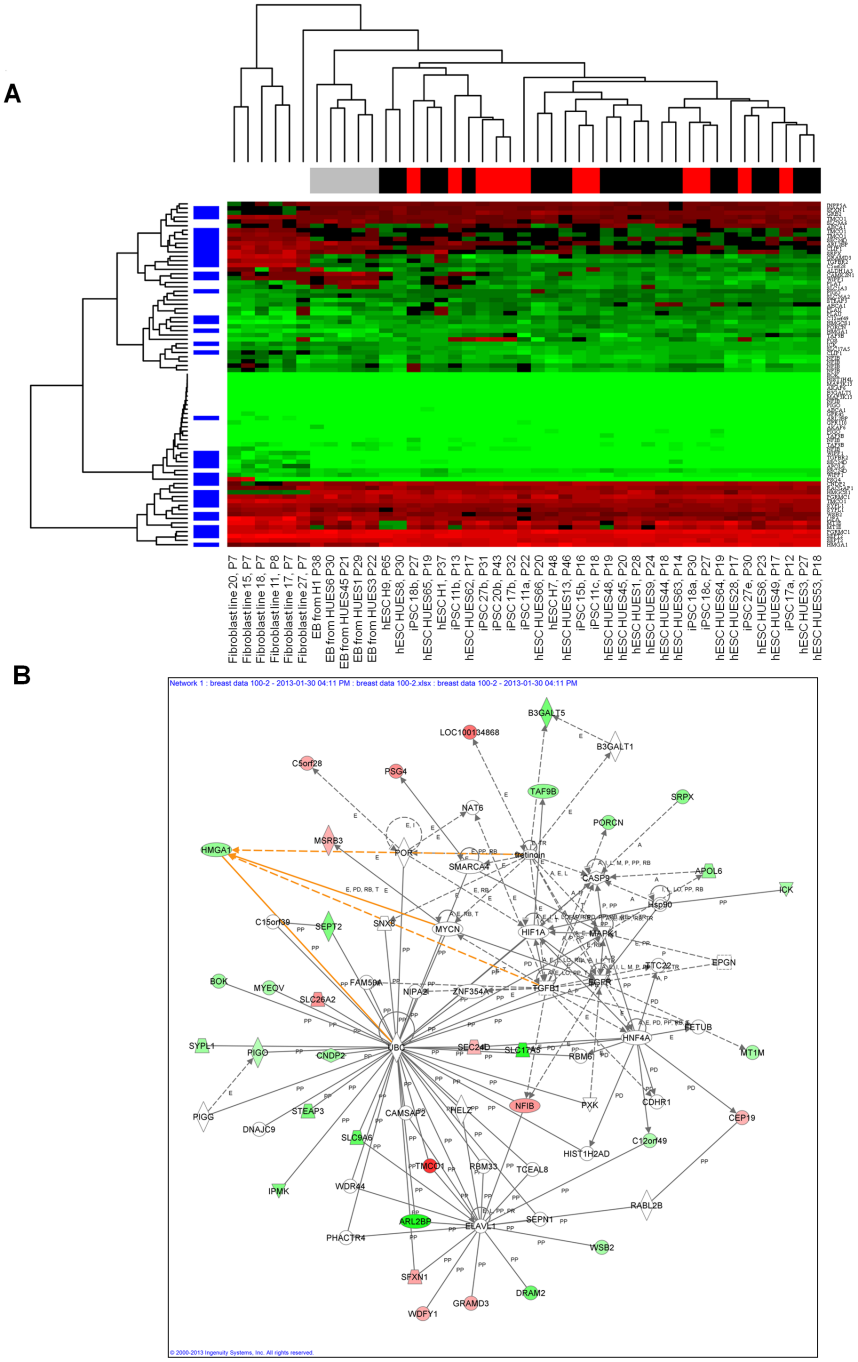
The HMGA1 signature is enriched in pluripotent stem cells, including embryonic and induced pluripotent stem cells. **A**) The HMGA signature derived from genes with the greatest expression changes in the control versus *HMGA1* knock-down cells displayed as a heat map. Green depicts down-regulation in expression, while red depicts up-regulation; black denotes little or no change in expression. The HMGA1 signature overlaps with pluripotent stem cell genes that distinguish human embryonic stem cells (hESCs) and induced pluripotent stem cells (iPSCs) from fibroblasts and embryoid bodies (EB). Genes (n = 63) were selected for the greatest changes in expression in the breast cancer cell lines with *HMGA1* knock-down as compared to the control breast cancer lines (Fig. S1). In a hierarchical clustering of fibroblasts, hESCs, iPSCs, and EBs derived from the hESCs, these genes distinguish samples by type. The majority of the HMGA1 signature genes, represented in blue along the left margin, are significantly differentially expressed between fibroblasts and human pluripotent stem cells (hESC/iPSCs; p<0.001). **B**) HMGA1 network derived from the list of differentially expressed genes using Ingenuity Pathway Analysis (IPA) with microarray gene expression data from control and *HMGA1* knock-down in MDA-MB-231 cells. From 63 differentially expressed genes as the focus gene set, the highest-scoring network was Embryonic Development, Tissue Development, and Cellular Development (score  = 69). Red nodes indicate up-regulation; green nodes indicate down-regulation. Arrows and lines denote interactions between specific genes within the network. A, activation; E, expression regulation; I, inhibition; L, proteolysis; LO, localization; M, biochemical modification; MB, membership of a group or complex; P, phosphorylation; PD, protein-DNA interaction; PP, protein-protein interaction; PR, protein-RNA interaction; RB, regulation of binding; RE, reaction; T, transcription; TR, translocation.

To elucidate cellular pathways regulated by HMGA1 in breast cancer, we analyzed the HMGA1 signature with Ingenuity Pathway Analysis (IPA, Ingenuity Systems, http://www.ingenuity.com). From the top list of differentially regulated genes, 2 pathways had significant network scores (69 and 46, respectively; Fig. 4B and Fig. S3). 

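Of the 34 coloured nodes of Fig. 4B, 28 could be matched to a transcript of their own or, for HMGA1, to the transcript shared with its pseudogene, with SEPT2 read as SEPTIN2, its current symbol. All 28 had the direction of the figure, 10 higher and 18 lower with HMGA1 siRNA, and all were among the 100 transcripts with the smallest p. Since the network was built from genes picked on these arrays, this is not independent evidence of their direction. Among the lower nodes, the metalloreductase STEAP3 had a log2 fold change of -0.62, the inositol kinase IPMK -0.59, SRPX -0.55, the interferon-inducible APOL6 -0.50 and the dipeptidase CNDP2 -0.43. PIGO, an enzyme of GPI anchor synthesis, was at -0.34. Among the higher nodes, SEC24D, a coat protein of vesicles that leave the endoplasmic reticulum, was at 0.38 and GRAMD3 (now GRAMD2B) at 0.43. The remaining 6 nodes were not compared, since none has a transcript annotated to it alone. None of the matched nodes passed an adjusted p of 0.05 in limma.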

The highest scoring network was embryonic development, tissue development, and cellular development. 

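Genes of cell death, invasion and neural development, listed before the data were examined, were compared between HMGA1 siRNA and control siRNA. Of 23 measured matrix proteases and invasion genes, 10 were above 0 and 13 below it, with a median log2 fold change of -0.011. The urokinase PLAU had a log2 fold change of -0.48 (standard error 0.12), the protease MMP7 of 0.11 and the GTPase RHOC of 0.11. Only PLAT passed when adjusted over the list alone (adjusted p = 0.00601 from limma). Of 21 apoptosis genes of the BCL2 family and caspases, 9 were above 0 and 12 below, with a median of -0.0075 and none past either adjustment. APAF1, an activator of caspases, was at 0.26, CASP6 at 0.14, HRK at -0.14 and BCL2L1 at -0.095. The 21 p53 target genes had a median of -0.0075, with CCNG1 at 0.23 and the p53 inhibitor MDM2 at -0.17, and none passed. Of 24 nervous system development genes, 8 were above 0 and 16 below, with a median of -0.057. The stathmin STMN1 was at 0.21, the neurofilament NEFM at -0.15 and the semaphorin receptor NRP1 at -0.12, and none passed either adjustment. As groups, none of the 4 lists was called against other genes by camera (adjusted p = 0.597 for invasion, 0.565 for apoptosis, 0.604 for p53 targets and 0.863 for nervous system development).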

The top molecular and cellular functions were cell death and survival and cellular movement, while the top physiologic system development and functions included: 1. nervous system development and function, 2. organ morphology, and 3. embryonic development. In this network, the most down-regulated molecule was ARL2BP or ADP-ribosylation factor (ARF)-like 2 binding protein. This protein is a member of a functionally distinct group of RAS-related GTPases, called the ARF family. 

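ARL2BP was at 10.51 ± 0.25 (SD, n = 3) with control siRNA and 9.45 ± 0.08 (SD, n = 3) with HMGA1 siRNA, or 2.09 times as high in the control cells. Its log2 fold change of -1.06 (standard error 0.14, adjusted p = 0.262 from limma) was the lowest among the matched nodes of Fig. 4B. Every HMGA1 siRNA array lay below every control array, and the estimate stayed between -1.22 and -0.94 over 16 other settings, of which only array weights gave a call (adjusted p = 0.00884). The weighted fit rests mainly on 1 array. Its binding partner ARL2 has no transcript annotated to it alone and was not analysed here.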

ARL2BP protein binds to ARL2.GTP with high affinity and plays a role in the nuclear translocation, retention and transcriptional activity of STAT3 [36]. Notably, we showed that HMGA1 induces *STAT3* expression in lymphoid tumorigenesis, and STAT3 inhibitors are cytotoxic to the HMGA1-driven tumor cells [24]. TMCO1 or transmembrane and coiled-coil domains 1 protein was the most up-regulated protein in this network. 

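TMCO1 was at 10.86 ± 0.19 (SD, n = 3) with control siRNA and 11.91 ± 0.14 (SD, n = 3) with HMGA1 siRNA, a 2.06-fold higher level. The log2 fold change of 1.04 (standard error 0.13, adjusted p = 0.262 from limma) was the highest among the matched nodes of Fig. 4B and the highest among the 100 transcripts. Every HMGA1 siRNA array lay above every control array. Of 16 other settings TMCO1 passed the test only with array weights, a fit that rests mainly on 1 array. Its adjusted p ranged from 0.00884 there to 1.00.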

Although its function is not known, it is associated with breast cancer cells [8882811 GEO Profiles-NCBI]. 

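TGFB1 itself was at 9.87 ± 0.22 (SD, n = 3) with control siRNA and 9.95 ± 0.21 (SD, n = 3) with HMGA1 siRNA, a log2 fold change of 0.086 (standard error 0.15, adjusted p = 1.00 from limma). Of 24 measured TGF-beta response genes, 15 were above 0 and 9 below it, with a median of 0.042 and a mean of 0.11. The receptor TGFBR2 passed when adjusted over the list alone (adjusted p = 0.0162), and no member passed over all transcripts. The inhibitor of differentiation ID2 had a log2 fold change of 0.80 (standard error 0.35), the collagen COL4A2 -0.30 (standard error 0.12) and LTBP1 -0.081. As a group the list was higher than other genes by camera (adjusted p = 0.0174), and not with an estimated correlation (adjusted p = 0.417). By the same camera test a split of the arrays that mixed the groups called 11 of the 29 lists. The call was lost without control siRNA replicate 1 (median 0.014, adjusted p = 0.0936), without HMGA1 siRNA replicate 2 (median 0.052, adjusted p = 0.241), and without TGFBR2, its only member among the 100 transcripts (adjusted p = 0.0847). It was also lost after quantile normalization (median 0.028, adjusted p = 0.0521), with array weights (median 0.095, adjusted p = 0.0785) and with the dimmest 40% of transcripts left out (median 0.046, adjusted p = 0.119), in a range of 0.000535 to 0.417 over 18 settings. Without control siRNA replicate 3 its median was 0.072.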

TGFβ1 is a major node and this protein is up-regulated in diverse cancers and thought to promote invasion, migration, EMT and tumor progression [37]. EGFR and MAPK are other important nodes that are activated in cancer and mediate proliferative signals [9]. 

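EGFR was at 11.91 ± 0.07 (SD, n = 3) with control siRNA and 12.02 ± 0.11 (SD, n = 3) with HMGA1 siRNA, a log2 fold change of 0.12 (standard error 0.10, adjusted p = 1.00 from limma). The kinase MAPK3 was at -0.26 (standard error 0.13). Of 24 measured EGFR-MAPK output genes, 19 were below 0 and 5 above, with a median of -0.063. In 8 of them every HMGA1 siRNA array lay below every control array, where chance separates the groups in 10% of genes, both directions together. The transcription factor ETV4 had a log2 fold change of -0.33 (standard error 0.11), and the EGFR ligand TGFA -0.33 (standard error 0.11), while the phosphatase DUSP7 was above 0 at 0.083. FOS was also above 0 and was the only member past the threshold when adjusted over the list alone (adjusted p = 0.0279). No member passed over all transcripts. As a group the list was lower than other genes by camera (adjusted p = 0.0429), and not with an estimated correlation (adjusted p = 0.514). Here too the limit holds that a split mixing the groups called 11 of the 29 lists. The call was lost without any 1 of control siRNA replicates 1 and 2 and HMGA1 siRNA replicates 1 and 3 (adjusted p from 0.0967 to 0.733), after median centring (median -0.045, adjusted p = 0.0901) and with array weights (median -0.12, adjusted p = 0.0785), in a range of 0.000105 to 0.733 over 18 settings. With 1 array left out the median ran from -0.093 (without control siRNA replicate 3) to -0.043 (without control siRNA replicate 2).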

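HIF1A was at 12.58 ± 0.04 (SD, n = 3) with control siRNA and 12.53 ± 0.17 (SD, n = 3) with HMGA1 siRNA, a log2 fold change of -0.054 (standard error 0.11, adjusted p = 1.00 from limma). Of 24 measured hypoxia and HIF-1 target genes, 16 were below 0 and 8 above, with a median of -0.049 and none past either adjustment. The angiogenic factor VEGFA had a log2 fold change of -0.29 (standard error 0.12), with every HMGA1 siRNA array below every control array. MXI1 was at -0.23, and the mitophagy receptor BNIP3L at 0.19 and DDIT4 at 0.13. The list was not called against other genes by camera (adjusted p = 0.604). Of the 24 genes, 18 were highest on the array numbered replicate 3 in each group, and 4 of these differences from the other arrays passed over all transcripts. For this difference the list was called by camera (adjusted p = 3.43e-13), and not with an estimated correlation (adjusted p = 0.248). Without control siRNA replicate 3, and with array weights, the list was called higher with HMGA1 siRNA (median 0.099, adjusted p = 0.0359, and 0.20, adjusted p = 0.000527), and without HMGA1 siRNA replicate 3 it was called lower (median -0.17, adjusted p = 0.00384).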

Another central node was HIF-1 alpha, a key factor involved in angiogenesis during tumor progression and vascular development during embryogenesis [38]. In addition, Myc was identified as a major node and prior studies found that not only does cMYC induce *HMGA1* expression [12], but HMGA1 also directly up-regulates *cMYC* expression [32]. 

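MYC was at 10.93 ± 0.19 (SD, n = 3) with control siRNA and 10.91 ± 0.19 (SD, n = 3) with HMGA1 siRNA, a log2 fold change of -0.016 (standard error 0.14, adjusted p = 1.00 from limma), so no difference was detectable with these arrays. Of 14 measured MYC target genes, 8 were above 0 and 6 below it, with a median log2 fold change of 0.034. The ribosome assembly factor MRTO4 was at 0.14, the transferrin receptor TFRC at 0.11, RRP9 at -0.085 and NOP2 at -0.035. None passed either adjustment, and the list was not called against other genes by camera (adjusted p = 0.523).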

Myc also has a well-defined role in breast [39]–[40] and other diverse cancers [41] as well as in embryonic stem cells [41]–[42]. Thus, our pathway analysis further confirms the important role for HMGA1 in regulating embryonic stem cell networks during tumor progression in breast cancer.

## Discussion

Here, we report for the first time that silencing *HMGA1* induces a rapid and dramatic reprogramming of highly proliferative, invasive, mesenchymal-like breast cancer cells to more differentiated, slowly growing, epithelial-like cells. We also found that knock-down of *HMGA1* has profound effects on oncogenic properties associated with both tumor initiation (orthotopic tumorigenesis) and tumor progression (migration, invasion, and metastatic progression). In fact, the *in vivo* effects on metastatic progression were even more pronounced than the effects on primary tumorigenesis, thus highlighting the role of *HMGA1* in tumor progression. The changes induced by silencing *HMGA1* are among the most striking alterations reported to date with knock-down of *HMGA1* or most other oncogenes for that matter, both in degree and rate of onset. The profound effects could be related to our efficient, viral-mediated delivery of shRNA to repress *HMGA1*. In addition, triple negative breast cancer cells may be highly dependent upon *HMGA1* and related pathways for their oncogenic properties. Indeed, a study from the Broad Institute at MIT identified HMGA1 as a key transcription factor enriched in triple negative breast cancer [3]. Moreover, expression of *HMGA1* and 8 additional genes predicted poor outcomes in breast cancer, as well as brain and bladder cancer. Prior studies using antisense or dominant-negative approaches in triple-negative breast cancer cells (MDA-MB-231 or Hs578T) also showed that anchorage-independent cell growth or colony formation are inhibited by *HMGA1* repression [15]–[16]. We also have preliminary evidence demonstrating that *HMGA1* expression correlates with more advanced nuclear grade in primary tumors (Asch & Resar, unpublished data).

Emerging evidence further indicates that HMGA1 is important in maintaining a de-differentiated, pluripotent stem-like state [32]. A recent landmark paper demonstrated that HMGA1 is required for cellular reprogramming of somatic cells to induced pluripotent stem cells (iPSCs) by the Yamanaka factors [31]. Blocking *HMGA1* expression or function prevents the derivation of iPSCs. In normal embryonic stem cells in culture and during the reprogramming process to iPSCs, HMGA1 activates expression of stem cell transcriptional networks. Recent studies also found that tumor progression and an epithelial-mesenchymal transition (EMT) involves transcriptional networks important in stem cells [3], [9]–[10], [32]–[33]. The first evidence linking HMGA1 to EMT came from an important study in 2001 in MCF-7 breast cancer cells, which demonstrated that forced expression of *HMGA1* results in metastatic progression and histologic changes consistent with EMT in the epithelial MCF-7 breast cancer cell line [16]. This group also found that HMGA1 induces changes in classes of genes involved in tumor progression. More recently, studies in colon cancer showed that HMGA1 is required for tumor progression and stem cell properties [10]. Here, we discovered that HMGA1 is required for mammosphere formation, including secondary and tertiary mammospheres in MDA-MB-231 cells. We also found that silencing HMGA1 depletes tumor initiator/cancer stem cells, indicating that targeting HMGA1 in breast cancer therapy could have an important impact on the cancer stem cell population, which is believed to be the basis for refractory disease in diverse tumors. These functional studies are corroborated by the HMGA1 signature and pathway analysis demonstrating that HMGA1 orchestrates transcriptional networks important in stem cells and metastatic progression.

There is a dire need to understand the molecular underpinnings of metastatic progression because this is the major cause of death in patients with cancer. Although cancer is a highly complex and heterogeneous disease, with significant heterogeneity even within a single tumor, increasing evidence indicates that common, central pathways exist that could serve as “Achilles heels” or rational therapeutic targets in diverse tumors. Our studies presented here underscore the fundamental role for HMGA1 in tumor progression in preclinical models for aggressive, triple negative breast cancers. This work, together with prior studies in diverse tumors, provide compelling evidence that HMGA1 is a master regulator in the evolution of primary tumors to metastatic disease. Further studies are now needed to develop approaches to target HMGA1 in cancer.

## Materials and Methods

### Ethics statement

All animal experiments were conducted in accordance with a protocol approved by the Johns Hopkins University Animal Care and Use Committee (protocol #MO11M270). Mice were housed in a sterile environment where they had free access to food and water as outlined in our institutional guidelines.

### Cell culture and proliferation assay

Cells (MDA-MB-231 and Hs578T) were cultured as recommended (ATCC). For proliferation assays, cells were seeded (7,500/well) and counted using an automated cell counter (Nexcelom). Each experiment was done in triplicate and performed at least twice.

### RNA Interference

The short-hairpin RNA interference vector for HMGA1 targets 5′-CAACTCCAGGAAGGAAACCAA-3′ and has been described elsewhere [43]. Virus was prepared as previously described. The empty vector was used as a negative control as we described [10]. Polyclonal, transduced cells were selected and maintained in puromycin (1 ug/ml). To ensure that the effects of silencing HMGA were not a result of a single clone, independent, polyclonal transductions were done at least twice for each experiment. All functional experiments were performed in duplicate or triplicate and replicated after a repeat transduction experiment and polyclonal selection of shRNA or control cells. Repression of HMGA1 was confirmed in each case at the level of gene expression (qRT-PCR) and Western analysis.

### Migration and invasion assays

Invasion assays were performed as previously described [25] with the following modifications. Briefly, 15,000 cells were resuspended in serum-free media (500 µl) and placed in the upper chamber of a 24-well BD BioCoat™ Matrigel™ Invasion Chamber coated with Matrigel. Invasion was calculated as the percentage of total cells that invaded into the bottom chamber containing complete media with serum. Migration was performed similarly, except that Matrigel was omitted.

### Orthotopic tumorigenicity and metastatic foci experiments

Cells (suspended in 75 μl phosphate-buffered saline (PBS)) were implanted into murine (NOD-scid IL2Rgamma^null^) mammary fat pads with an equal volume of Matrigel. Tumor volumes (calculated by 4/3 π× length/2× width/2× depth/2) were monitored daily until they reached 1–1.5 cm^3^, after which mice were euthanized. The presence of tumor foci within the lung was analyzed histopathologically. For tail vein injection experiments, cells (10^6^) were resuspended in PBS (150 μl). Mice were euthanized after 3 weeks, and lungs were examined histopathologically.

### Mammosphere Assay

Mammosphere assays were performed as previously described [34] and spheres (>50 µm) were counted.

### Western Analysis

Western blots were performed as previously described [10], [12], using commercial antibodies to HMGA1 (Abcam) and β-Actin (Cell Signaling), both at a 1:1000 dilution.

### Gene Expression Analysis with Quantitative, Reverse Transcription PCR

Total RNA was isolated using the Direct-zol RNA MiniPrep kit (Zymo) and analyzed by qRT-PCR as we previously described. The expression level of each gene was normalized to the human *RPLP0* (Applied Biosystems) or *β-actin* gene. Primers for *E-Cadherin*, *Snail*, and *Vimentin* were previously described [10], [33].

### HMGA1 knock-down and gene expression profile analysis

*HMGA1* was knocked-down in MDA-MB-231 cells using siRNA as we previously described [10], [21], [25]. RNA was isolated and hybridized to the Affymetrix exon array (GeneChip Human Exon 1.0 ST Array) as previously described. Expression data was pre-processed using the robust microarray (RMA) algorithm [44], as implemented in the *oligo* software package [45] available from Bioconductor [46] and annotated to the most recent human genome using the getNetAffx function in the oligo package. Microarray data were uploaded to Gene Expression Omnibus (GSE45483). Expression profiles from HMGA1 knock-down cells were compared to control cells treated with the vector RNA using Bayes modified t-tests and the *limma* package from Bioconductor [47]. We focused our analysis on the 100 most differentially expressed transcripts.

To compare this signature to genes expressed in a panel of embryonic stem cells, induced pluripotent stem cells, embryoid bodies, and fibroblasts, we downloaded expression profiles for a 43 sample study (GSE25970) [35] from the Gene Expression Omnibus [48]. Unsupervised cluster analysis was performed on all probes annotated to the 63 genes in the HMGA1 panel using agglomorative clustering with complete linkage. Euclidean distance and t-tests were used to compare probe-specific expression in stem cells and fibroblasts.

Pathway analysis of differentially expressed genes was performed using Ingenuity Pathway Analysis (IPA, Ingenuity Systems, http://www.ingenuity.com) as we described [9]. IPA scores were generated for each network and indicate the likelihood that the focus genes present in the network could occur by chance alone. A score of ≥3 is considered significant because it represents a 1/1,000 chance that the network contains specific focus genes by random chance alone [9].

## Supporting Information

Figure S1 **Silencing** ***HMGA1*** **in MDA-MB-231 blocks the formation of foci to the lung following tail vein injections. A**) Lung foci were enumerated 3 weeks following tail vein injections of control or shHMGA1 MDA-MB-231 cells (n = 3 for control mice; n = 4 for shHMGA1 mice). **B**) Graph of the mean number of tumor foci±standard deviation shows a striking decrease in foci following injection of shHMGA1 MDA-MB-231 cells as compared to controls (p = 0.007).
(TIF)

Figure S2 **Silencing** ***HMGA1*** **in MDA-MB-231 results in significant repression in** ***HMGA1*** **mRNA and protein, with alterations in gene expression. A**) Independent replicate experiments of MDA-MB-231 cells with or without *HMGA1* knock-down result in silencing *HMGA1* at the level of mRNA. **B**) HMGA1 protein is also repressed following treatment with siRNA. **C**) Validation of genes in the HMGA1 signature shows that gene expression assessed by quantitative RT-PCR (qRT-PCR) parallels that of the microarray results. **D**) Table comparing differential expression of the HMGA1 signature identified by microarray and qRT-PCR.
(TIF)

Figure S3 **HMGA1 network derived from differentially expressed genes in MDA-MB-231 with or without** ***HMGA1*** **knock-down.** From 63 differentially expressed genes as the focus gene set, the second highest-scoring network was Cardiovascular Disease, Cell Death and Survival, and Nervous System Development and Function (score  = 46). Colors, arrows, lines and abbreviations are described under Figure 4B. NF-κB, ERK, and MAPK are major nodes, which have been identified in prior studies of global gene expression profiles mediated by HMGA1 [9].

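NFKB1 was at 9.29 ± 0.21 (SD, n = 3) with control siRNA and 9.30 ± 0.27 (SD, n = 3) with HMGA1 siRNA, a log2 fold change of 0.0088 (standard error 0.16, adjusted p = 1.00 from limma). RELA, a subunit of NF-kappaB, had a log2 fold change of 0.17 (standard error 0.11, adjusted p = 1.00). Of 21 measured NF-kappaB target genes, 13 were below 0 and 8 above, with a median of -0.071 and none past either adjustment. NFKBIA, the inhibitor that NF-kappaB induces, was at 0.22 and TNFAIP2 at 0.12, while the cytokine IL1B was at -0.26 and TNFAIP3 at -0.24. The list was not called against other genes by camera (adjusted p = 0.540).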

(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

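RNA from MDA-MB-231 cells was measured 48 hours after control siRNA (3 arrays) or HMGA1 siRNA (3 arrays) on Affymetrix GeneChip Human Exon 1.0 ST arrays. The sample labels name the treatment as both shRNA and siRNA, and the samples were taken as siRNA, as the paper describes them. The authors deposited 1 table of log2 expression values, made with the RMA algorithm in the oligo package of Bioconductor. The submitters' processing notes also name the genome build hg18 and limma, without versions, and whether the transcripts cover the core probe sets is not given in the sources used here. All 6 columns of the table were used, no 2 arrays held identical values, and their correlation over transcripts ranged from 0.982 to 0.995. On this scale the fold changes of dim transcripts are compressed by the background signal that the RMA correction leaves.

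The log2 values were compared between the groups in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided, no covariates), as the paper's methods name moderated tests in limma, with Benjamini-Hochberg adjustment over all 22011 transcripts and a threshold of 0.05. The paper describes its 100 transcripts as the most differentially expressed and, in the caption of Fig. 4A, its 63 genes as those with the greatest changes in expression, without naming p or fold change as the measure, and here transcripts were ranked by p. Transcripts were named from the platform's annotation. Of the 14432 with 1 symbol, 14404 matched a current RefSeq gene (GRCh38.p14 table, names only), and no gene was named from a transcript that lists several, apart from HMGA1, where the transcript that also lists its pseudogene HMGA1P8 was used and the one that also lists APOE was not. For gene lists, 14232 genes were used, with the transcript of the highest mean where a gene had several. No coordinates are given, since no annotation of the authors' build was used here.

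The sample groups, tests, gene lists and the rule for named genes were fixed before the data were examined. The rule took the 12 higher and 12 lower genes with the largest fold change past the threshold and groups that do not overlap, filled with those of smallest p where too few passed. All 24 were filled this way. It also took each gene the paper names on these arrays and, from each list, up to 2 members per side with the smallest p. Figure 4 had been read by then, so lists that hold its genes (such as those of GPI anchor synthesis, lysosomes, interferon response and apoptosis) are not independent of it. The 29 lists were compared with other genes by camera of limma with a preset correlation of 0.01, adjusted over the lists, and none of the calls held with an estimated correlation or with fry, which tests whether a list moves on balance in one direction.

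Alternatives set before the data were examined were quantile normalization, median centring, leaving out the dimmest 40% of transcripts, a trended and robust prior, the replicate number as a block, array weights, only transcripts with 1 gene symbol, leaving out each array in turn, another threshold of 0.10, an unmoderated test, ranking by fold change, and the mean over a gene's transcripts. A term for replicate number 3, leaving out both arrays of that number, and lists without members among the 100 transcripts were added after the data had been seen.

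The steps were tested on simulated data for the comparison of HMGA1 siRNA with control siRNA, with 22011 transcripts at the measured means and spreads and 200 of them changed, in 5 draws. Of changes of 0.5, 1 and 2 on the log2 scale, 18.2%, 70.1% and 96.7% were called, with a mean of 5.60 false calls per draw. A simulated list of 24 genes shifted by 0.5 was called by camera and 0 of 28 other lists were. Both simulations drew transcripts independently of each other, while the real arrays hold a structure besides the treatment. In them a split that mixed the groups called 11 lists. The simulated rates check the steps and do not give the power or false calls on the real arrays. Figures were drawn with matplotlib 3.10.9.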

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

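The tests on pairs of arrays, on markers of other cell types, on hypoxia genes and on the pluripotency list after quantile normalization or against random lists with 1 array left out were chosen only after the result was seen. With a term for each replicate number in turn, added to the comparison of the groups in limma, 103 transcripts passed an adjusted p of 0.05 for replicate number 3, 44 higher and 59 lower on the replicate 3 arrays of both groups, and 0 passed for numbers 1 and 2. The paper does not report this signal, and number 3 is singled out here from the values. Of the 9 pairs of 1 array from each group, 1 gave as many as 103 transcripts and the highest other count was 0, and 9 pairs are too few for a share under 0.05. At an unadjusted p under 0.05 in limma, the pair of replicate number 3 gave 3062 transcripts. The pair of control siRNA replicate 1 and HMGA1 siRNA replicate 2 gave 3223, so by this count number 3 does not stand alone. Picked after their values were seen, the higher genes include LOX, a collagen cross-linking enzyme (1.80, log2), CA12 (1.53), NDRG1 (1.38) and PDK1 (1.03), and the lower ones GPRC5B (-2.04), CXCR4 (-2.00), CLDN1 (-1.72) and CDH1 (-1.71). Besides the hypoxia list, camera called G1/S and DNA replication genes (median -0.21, adjusted p = 1.54e-07) lower for this difference, and epithelial genes of EMT (median 0.12, adjusted p = 0.00103), mesenchymal genes of EMT (median 0.093, adjusted p = 0.00103) and matrix proteases and invasion genes (median 0.12, adjusted p = 0.0454) higher, none of them with an estimated correlation. After quantile normalization 92.2% of the 103 transcripts still passed. The RMA values were already normalized between arrays, so this step could change such differences only little and cannot decide on a shift of whole arrays. Markers of other cell types argue against admixed cells of 4 types (luminal, lymphoid, monocytic and fibroblast) as the whole cause, since the largest of their median differences was 0.10 (fibroblasts), while by dilution alone the drop of CXCR4 would need most of the RNA to come from other cells. A small share of such cells stays open, since CA12, on both the luminal and the hypoxia list, passed and LYZ (0.71), AGR2 (0.54) and LUM (0.54), which did not pass, were also above 0. A candidate explanation is hypoxia or a denser culture, since 75.0% of 24 hypoxia genes were highest on the replicate 3 array of each group, against a median of 20.8% in 10000 random lists matched on expression, though 4 of the 24 passed and VEGFA (0.14), BNIP3 (0.12), DDIT4 (0.00012) and ADM (-0.12) were among the others. A batch or day of culture or hybridization, for which no record was used here, stays open, and the hypoxia list's difference was not called with an estimated correlation (adjusted p = 0.248).

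Among the 100 transcripts, 17 unnamed ones have identifiers between those of SEPTIN2 and FARP2, where 0.545 would be expected from their 120 transcripts on the array. The paper does not discuss them. The 16 lower ones may be repeated measurements of 1 transcribed region, since their deviations from the group means correlated at 0.480 on average over pairs, above the highest value of 0.244 in 10000 random sets of the same size from the other lower transcripts. They also correlated with SEPTIN2 (0.693 on average). Which gene they belong to, and whether probes shared between them add to the correlation, was not tested.

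The list of pluripotency genes was lower with HMGA1 siRNA (median -0.11). To look for a drift of transcripts at the same expression level, the list was compared with 10000 random lists matched on mean expression, whose median was -0.026. The list's median lay at percentile 0.0400 of these, and at a percentile of at most 3.46 with 1 array left out. Its own median then ran from -0.19 (without HMGA1 siRNA replicate 1) to -0.032 (without HMGA1 siRNA replicate 2, where that of the random lists was 0.015). Genes drawn at the same level thus fell less than the list. They were drawn without regard to genes that move together, so the percentile cannot decide against a drift that the list's genes share. With the dimmest 40% of transcripts left out the median was -0.11 and the call was lost (adjusted p = 0.133) with fewer of its genes tested. Markers of monocytes and macrophages, which were not called, had a median as low (-0.11). After quantile normalization the median was -0.096 and the call stayed (adjusted p = 0.0164, in a range of 0.00716 to 0.876 over its settings). The RMA values were already normalized between arrays, so this step could change little and cannot decide on differences between the array distributions. The design gives a biological explanation, the loss of HMGA1, which stays a hypothesis, since the call was lost with an estimated correlation (adjusted p = 0.794), without control siRNA replicate 3 (adjusted p = 0.120) and without HMGA1 siRNA replicate 2 (adjusted p = 0.259).

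Other gene lists, outside the paper's account of these arrays, were called by camera with HMGA1 siRNA, none of them with an estimated correlation or by fry. Cholesterol synthesis and SREBP2 target genes were higher (median 0.14, 14 of 16 genes above 0, adjusted p = 0.000198, and 0.417 with an estimated correlation). The interferon response genes were higher (median 0.12, 20 of 27 above 0, adjusted p = 0.000898, and 0.417 with an estimated correlation), a call lost with array weights (median 0.058, adjusted p = 0.0806). With 1 array left out the median ran from 0.073 (without control siRNA replicate 2) to 0.20 (without control siRNA replicate 1). Of the cell cycle, G2/M genes were higher (median 0.095, 22 of 24 above 0, adjusted p = 0.000898, and 0.794 with an estimated correlation), a call lost without HMGA1 siRNA replicate 2 (median -0.014, adjusted p = 0.984), without both arrays of replicate number 3 (median 0.060, adjusted p = 0.0728) and with array weights (median 0.054, adjusted p = 0.0606). Without HMGA1 siRNA replicate 1 the median was 0.22. G1/S and DNA replication genes were higher too (median 0.063, 19 of 22 above 0, adjusted p = 0.0174, and 0.794 with an estimated correlation), and 16 of them were lowest on the replicate 3 array of both groups. This call was kept in 10 of 18 settings. It was lost without control siRNA replicate 3 (median -0.017, adjusted p = 0.684), without HMGA1 siRNA replicate 2 (median 0.0051, adjusted p = 0.984), without both arrays of replicate number 3 (median 0.022, adjusted p = 0.647), after quantile normalization (median 0.051, adjusted p = 0.0713), with the dimmest 40% of transcripts left out (median 0.063, adjusted p = 0.133) and with array weights (median -0.066, adjusted p = 0.309). Without control siRNA replicate 2 the median was 0.15. In cells with lentiviral shRNA, a different knock-down and time, the paper reports that proliferation was halted. The cell cycle lists here do not test that.

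The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 728 transcripts at an unadjusted p under 0.05, 7 of the 10 splits gave as many, and the highest of the others was 3215. For called gene lists the real split gave 7, 5 of the 10 gave as many, and the highest other was 11. The splits with 3215 and 2864 transcripts point to a structure of the samples besides the treatment. The first of them set control siRNA replicates 1 and 2 with HMGA1 siRNA replicate 2 against the other arrays.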

How the results depend on the processing

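The settings with replicate number 3 as a term, without both of its arrays, and without list members among the 100 transcripts were chosen after seeing the data. Each of the 24 genes named from the ranking kept its direction under every setting run, and so did HMGA1 (-0.56 to -0.44), which could not be given with only transcripts of 1 gene symbol, since its transcript lists 2. The groups do not overlap in any of these genes, which the rule required of the 24. Leaving out, weighting or blocking arrays therefore could not turn their direction, and the stability under those settings is no evidence for them. The number of transcripts changed between HMGA1 siRNA and control siRNA was 0 under every setting except array weights, which gave 198, with HMGA1 among them (-0.46, adjusted p = 0.0376). HMGA1 siRNA replicate 3 had a weight of 6.80 there and the other arrays 0.275 to 2.21, so that fit rests mainly on 1 array. Control siRNA replicate 3 had only 0.530, and 46 of the 198 transcripts also differed between the replicate 3 arrays and the others. The dimmest transcripts lie near background, which limits what their differences show.

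Whether the replicate numbers pair the samples is not given in the sources used here, and the values did not show a pairing throughout. Across the groups, both arrays numbered 3 correlated best with each other. The deviations from the group means correlated at -0.201, 0.255 and 0.533 between arrays numbered 1, 2 and 3, and not every sample correlated best with its own number (control siRNA replicate 1 did with HMGA1 siRNA replicate 2). With the replicate block, 0 transcripts passed, 1118 were transcripts at an unadjusted p under 0.05 and 54 of the 100 transcripts were shared. The number of transcripts at an unadjusted p under 0.05 was 6082 with array weights, 485 with only transcripts of 1 gene symbol (fewer were tested), 1151 with replicate number 3 as a term, and 463 (without control siRNA replicate 2) to 1791 (without HMGA1 siRNA replicate 1) with 1 array left out. Of the 100 most differentially expressed transcripts, 64 were shared with array weights, 53 with only transcripts of 1 gene symbol, 45 without both arrays of replicate number 3, 34 when ranked by fold change, and 41 to 63 with 1 array left out. Other causes were not tested.

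Of the other genes, the direction turned with array weights for EGFR (-0.013), HIF1A (0.012), STAT3 (-0.0075) and NFKB1 (-0.26), after median centring for MYC (0.0020) and after quantile normalization for NFKB1 (-0.0098). It also turned with 1 array left out for TGFB1 (-0.027 to 0.20), HIF1A (-0.11 to 0.045), MYC (-0.12 to 0.094), NFKB1 (-0.14 to 0.12), CDH1 (-1.02 to 0.13) and SNAI1 (-0.11 to 0.23). None of these genes passed under any setting run.

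Of the 29 lists, 7 were called, 3 with array weights, 4 without both arrays of replicate number 3, and 0 with an estimated correlation or fry, which leave the medians as they are (pluripotency genes -0.11, G1/S and DNA replication genes 0.063, G2/M genes 0.095, TGF-beta response genes 0.042, EGFR-MAPK output genes -0.063, interferon response genes 0.12 and cholesterol synthesis and SREBP2 target genes 0.14). By fry the direction of mesenchymal genes of EMT (median 0.0089) turned. With array weights, the lists that lost their calls were pluripotency genes (-0.082), G2/M genes (0.054), TGF-beta response genes (0.095), EGFR-MAPK output genes (-0.12) and interferon response genes (0.058), the list that gained a call was lysosome genes (0.098) and the lists that turned direction were epithelial genes of EMT (0.023), G1/S and DNA replication genes (-0.066), MYC target genes (-0.12), hypoxia and HIF-1 target genes (0.20), p53 target genes (0.00046), matrix proteases and invasion genes (0.085), nervous system development genes (-0.021), oxidative phosphorylation genes (0.020) and markers of luminal breast cells (-0.0095). Of those that turned with array weights, hypoxia and HIF-1 target genes also gained a call (adjusted p = 0.000527) and G1/S and DNA replication genes also lost theirs (adjusted p = 0.309), so the lists called there are hypoxia and HIF-1 target genes, lysosome genes, and cholesterol synthesis and SREBP2 target genes. With the dimmest 40% of transcripts left out, the lists that lost their calls were pluripotency genes (-0.11), G1/S and DNA replication genes (0.063) and TGF-beta response genes (0.046), the list that gained a call was GPI anchor synthesis genes (-0.043) and the lists that turned direction were apoptosis genes of the BCL2 family and caspases (-0.0080), nervous system development genes (-0.0077) and markers of T and B cells (0.055). With both arrays of replicate number 3 left out, the lists that lost their calls were pluripotency genes (-0.059), G1/S and DNA replication genes (0.022) and G2/M genes (0.060) and the lists that turned direction were unfolded protein response genes (-0.00050) and cytosolic ribosomal protein genes (-0.0089). After quantile normalization, the lists that lost their calls were G1/S and DNA replication genes (0.051) and TGF-beta response genes (0.028) and the list that gained a call was GPI anchor synthesis genes (-0.038). With members among the 100 transcripts left out, the list that lost its call was TGF-beta response genes (0.039), the list that gained a call was lysosome genes (0.072) and the list that turned direction was matrix proteases and invasion genes (-0.0053). After median centring, the list that lost its call was EGFR-MAPK output genes (-0.045). With replicate number 3 as a term, the list that turned direction was nervous system development genes (-0.057). With 1 array left out, the medians of lists with a changed call or direction ranged as follows, mesenchymal genes of EMT (-0.054 to 0.051), epithelial genes of EMT (-0.11 to 0.055), pluripotency genes (-0.19 to -0.032), G1/S and DNA replication genes (-0.017 to 0.15), G2/M genes (-0.014 to 0.22), MYC target genes (-0.038 to 0.061), TGF-beta response genes (0.014 to 0.072), hypoxia and HIF-1 target genes (-0.17 to 0.099), EGFR-MAPK output genes (-0.093 to -0.043), p53 target genes (-0.050 to 0.00022), matrix proteases and invasion genes (-0.049 to 0.056), unfolded protein response genes (-0.076 to 0.0036), GPI anchor synthesis genes (-0.084 to -0.029), lysosome genes (0.023 to 0.11), nervous system development genes (-0.097 to -0.0087), cytosolic ribosomal protein genes (-0.018 to 0.049), oxidative phosphorylation genes (0.011 to 0.061), markers of luminal breast cells (-0.14 to 0.048), markers of T and B cells (-0.14 to 0.029) and markers of monocytes and macrophages (-0.19 to 0.026). Directions here are those of camera, which can differ from the sign of a median. The metallothionein list was not tested with the dimmest transcripts left out, since fewer than 3 members remained. The causes were not tested.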

Other observations

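In the sterol pathway the genes with the smallest p were HMGCS1, the HMG-CoA synthase (log2 fold change 0.50, standard error 0.12), and the squalene epoxidase SQLE (0.24), with EBP at -0.090 and TM7SF2 at -0.059. Of the interferon response, the ubiquitin-like ligase HERC5 (0.44) and OASL (0.38) were above 0, while APOL6 and IFI35 (-0.19) were below it. In the cell cycle lists, the cyclin CCNE2 was at -0.72 (standard error 0.21) against the direction of its list, CDC45 was at -0.089, and GINS1 (0.30), UHRF1 (0.19), the mitotic kinase PLK1 (0.20) and KIF2C (0.26) were above 0, with CENPA at -0.11 and MKI67 at -0.098. None of these genes passed over all transcripts or adjusted over the list alone in limma.

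The paper measured CDH1, SNAI1 and VIM by RT-PCR in cells with lentiviral shRNA, a different experiment. On the arrays, CDH1 was at 9.40, 9.34 and 7.56 with control siRNA and 8.78, 9.01 and 7.28 with HMGA1 siRNA, a log2 fold change of -0.41 (standard error 0.60, adjusted p = 1.00). Both arrays numbered 3 held its lowest values. The log2 fold change of CDH1 was -1.71 with array weights (adjusted p = 0.0716), -1.02 without control siRNA replicate 3 and 0.13 without HMGA1 siRNA replicate 3. The weighted fit rests mainly on HMGA1 siRNA replicate 3. Its estimate for CDH1 cannot be told apart from the difference between the replicate 3 arrays and the others, also -1.71. SNAI1 was at 0.056 (standard error 0.17), VIM at 0.061 (standard error 0.10) and ACTB at 0.093 (standard error 0.08), and RPLP0 was not analysed here. Of 23 epithelial genes of EMT, 17 were below 0 (median -0.043, camera adjusted p = 0.282), with ST14 at -0.25, RAB25 at -0.28, KRT18 at 0.11 and KRT19 at 0.16. Of 20 mesenchymal genes, 10 were above 0 (median 0.0089, adjusted p = 0.827), with COL1A2 at 0.14, COL5A1 at 0.15, CDH2 at -0.19 and TWIST1 at -0.16. STAT3 was at 0.19 (standard error 0.12) and 8 of 17 STAT3 target genes were above 0 (median -0.0049, adjusted p = 0.565), with BCL6 at 0.24, JUNB at 0.21, SOCS1 at -0.31 and LIF at -0.35.

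The remaining lists were not called by camera. Lysosome genes had a median of 0.061 (15 of 23 above 0, adjusted p = 0.174), and only SLC17A5, below 0, passed when adjusted over the list alone (adjusted p = 0.000379), with ATP6V1H at 0.19, LAMP1 at 0.14 and CTSS at -0.24. GPI anchor synthesis genes had a median of -0.029 (12 of 19 below 0, adjusted p = 0.0878), with PIGM at -0.41, PIGX at 0.12 and PIGN at 0.095. The median was -0.024 for unfolded protein response genes (adjusted p = 0.604), 0.011 for ribosomal protein genes (adjusted p = 0.540) and 0.029 for oxidative phosphorylation genes (adjusted p = 0.523). Medians and camera went opposite ways in metallothionein genes (-0.021, adjusted p = 0.523), HMG chromatin protein genes (-0.0041, adjusted p = 0.523) and fibroblast markers (-0.016, adjusted p = 0.565), as in the STAT3 target and apoptosis lists, with camera on the higher side in all of them. HMGA2, the paralog of HMGA1, was at -0.027. Markers of luminal breast cells had a median of -0.048 (adjusted p = 0.565), of T and B cells -0.045 (adjusted p = 0.565) and of monocytes and macrophages -0.11 (adjusted p = 0.126).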
